A study of Homo sapiens with 4 samples. Its data were reported in "Loss of microRNA-135b Enhances Bone Metastasis in Prostate Cancer and Predicts Aggressiveness in Human Prostate Samples" (2021).

How the data were processed

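Gene expression was measured in 2 human prostate cancer cell lines on 4 single-colour Affymetrix Human Gene ST arrays. PC3-P is the parental PC-3 line, derived from a bone metastasis of prostate cancer and labelled as having poor metastatic potential. PC3-BM is its bone-metastatic derivative, labelled as having high metastatic potential. The study describes it as recovered from the long bones of nude mice after repeated intracardiac injection, expanded in culture and sorted for green fluorescent protein. Each line had 2 arrays. The labels give them numbers and do not say whether they came from separate cultures, so the p-values below measure only the spread between these arrays, which may be technical. The labels describe growth in mice while the methods describe culture of both lines, and the state of the cells at RNA extraction was taken as not settled.

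Per the labels and the study's methods, total RNA was converted to biotin-labelled cRNA, array images were read with Affymetrix software, and the authors made log2 expression values with the robust multichip average (RMA), which corrects background, equalises the distributions of the arrays and summarises probes into probe sets. The submitters' processing notes name limma 3.24 and R 3.2. The deposited log2 values formed a table of 33297 probe sets in 4 columns without missing values, and they were used as they stood. Their medians were 6.72 and 6.69 on the PC3-P arrays and 6.66 and 6.68 on the PC3-BM arrays. RMA gives no detection call, so dim probe sets were kept and filters on brightness were tried as alternatives. RMA assumes that most genes keep their level, and a shift of all transcripts in one line would not be visible in these values. For arrays, precision is limited by their number, here 2 per line.

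Probe sets were named from the platform's annotation. Of the probe sets, 19460 had 1 gene symbol, 1754 had several and 12083 had none. Of the probe sets with 1 symbol, 19429 were matched by gene identifier to the RefSeq gene table of assembly GRCh38.p14, and 0 symbols needed an update. Probe sets with several symbols were counted in the tests and were not given to any gene. The 1-symbol probe sets held 18417 different symbols. The gene table served for names and for the order of genes along chromosomes. The files name no genome build, and coordinates were not used here beyond the chromosome and order of each gene.

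The comparison was PC3-BM minus PC3-P in limma 3.58.1 under R 4.3.3, with a linear model on group means, empirical Bayes moderation of the variance and Benjamini-Hochberg adjustment over all 33297 probe sets. The study's thresholds, an adjusted p below 0.001 with an absolute log2 fold change above 2, were applied first. Below, rose and fell are used of genes with an adjusted p below 0.05. Values are means with the standard deviation (SD) of the 2 arrays, and differences carry the standard error (SE) of the fit. With 2 against 2 arrays, an exact two-sided permutation test cannot go below 0.333. The calls rest on moderated variances, with 2.88 prior degrees of freedom beside 2 residual ones, and a test without moderation was not run. The test was run on simulated values drawn at the real means and spreads of the 33297 probe sets, with 200 changed probe sets in each of 5 runs. At an adjusted p below 0.05, 68.4% of simulated changes of 1 log2 unit and 97.2% of those of 2 units were recovered. With 8000 changed probe sets, nearer the number called in the data, 92.4% of changes of 0.7 units were recovered and 3.59% of the calls were false. All 8000 carried that 1 size. Calls in the data included smaller changes, such as 0.34 for CDH2, so these 2 rates do not describe all of them. At an adjusted p below 0.001, 30.4% of changes of 2 units and 77.6% of changes of 3 units were recovered.

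A set of 33 gene lists was fixed before the data were examined, covering bone, angiogenic, epithelial, mesenchymal, lineage, proliferation, metabolic and stress genes, gene clusters, and markers of blood, stromal and endothelial cells that a bone harvest could carry. Each gene was represented by its brightest 1-symbol probe set. Lists with at least 5 measured members were tested with camera in limma at a preset correlation between genes of 0.01, two-sided, with Benjamini-Hochberg adjustment over the lists. The correlation estimated from the arrays, and fry, which tests whether a list moves one way without comparing it with other genes, were alternatives. Genes already named by the study from these arrays were marked, and the lists were tested again without them.

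Genes named below were chosen by a rule fixed before the data were examined. It took up to 10 probe sets per direction with the largest changes among 1-symbol probe sets past the study's thresholds with no overlap between the arrays of the lines, the genes the study named, and up to 4 members of each list with the largest changes at an adjusted p below 0.05, or the 2 brightest where none passed. A gene outside that rule is said to have been chosen after its values were seen.

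Alternatives chosen before the data were examined were the array number as a block, leaving out each array in turn, centring arrays on their medians, a further quantile normalization, filters at a mean log2 value above 5 or 7, other sets of probe sets, other variance priors, other set tests, the mean over the probe sets of a gene, and lists without genes named by the study. A looser adjusted p of 0.01, removal of probe sets with equal values, a variability filter, and the use of every probe set with at least 1 gene symbol were added after seeing the data. Neighbouring genes were analysed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 over 15620 genes with a mean log2 value above 5, ordered along the chromosomes. A stretch of shifted neighbours is a run of windows of 20 genes whose median lay outside the limits of −0.44 and 0.47 set by 1000 shuffles of gene order. Figures were drawn with matplotlib 3.10.9. Some genes covered by the naming rule are not reported here, and the study's microRNA measurements were not used here.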

Results

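Whole-genome expression was compared between PC3-P, the parental PC-3 prostate cancer line with poor metastatic potential, and PC3-BM, a derivative selected in mice for growth in bone. The question was which transcripts differ between cells of low and high ability to colonise bone. Each line was measured on 2 arrays, and the RMA log2 values of the 4 arrays ran from 2.30 to 14.4. The arrays fell apart by line. PC3-P and PC3-BM were separated on the first principal component, which held 80.1% of the variance, while the second and the third held 10.5% and 9.41%. Across probe sets, which are not independent replicates, Pearson's r was 0.997 between the PC3-P arrays and 0.996 between the PC3-BM arrays, against 0.983 to 0.985 between arrays of different lines. No 2 arrays were identical as a whole, although 7 probe sets held equal values within both lines.

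Among the genes past the study's thresholds, those higher in PC3-BM included ANGPT2, EPGN, ITGA10 and COL6A3, and those lower included KRT75, HSD17B2 and DPP4. The gene ANGPT2, encoding angiopoietin-2, a ligand of the endothelial receptor TIE2, had the highest gain among the genes past the study's thresholds, from a log2 value of 5.53 ± 0.05 in PC3-P to 10.20 ± 0.14 in PC3-BM (SD, n = 2), a 25.5-fold increase (log2 difference 4.67, SE 0.10, limma, adjusted p = 0.000659). EPGN, encoding the EGF receptor ligand epigen, rose 14.6-fold from 5.06 ± 0.06 to 8.93 ± 0.06 (SD, n = 2). RGS9, a regulator of G-protein signalling, rose 9.82-fold. KIAA0040 fell from 8.68 ± 0.13 to 4.54 ± 0.00 (SD, n = 2, log2 difference −4.14, SE 0.09, limma, adjusted p = 0.000659). Its PC3-BM value lay below the lower quartile of all probe sets (5.01), so the size of this fall is uncertain. The same limit holds below for GPC4, ATP6V0D2, WNT5A, ZFP30 and FGF7, whose mean in 1 line lay under that quartile.

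Further gains past the study's thresholds were those of GALNT3, which starts mucin-type O-glycosylation (6.96-fold), SYNE2, a nuclear envelope protein (6.61-fold), MOXD1 (6.57-fold), PAMR1 (6.28-fold) and PCDHB16, a protocadherin (5.96-fold). ITGA10, a collagen-binding integrin subunit, rose 5.74-fold and COL6A3, a chain of collagen VI, 5.65-fold. HSD17B2, which inactivates testosterone and estradiol, fell by 3.38 on the log2 scale (SE 0.07), the keratin KRT75 fell by 3.27 (SE 0.07), the peptidase DPP4 fell by 3.12 (SE 0.07) and the glutamate transporter SLC1A3 fell by 2.86 (SE 0.08). The limma adjusted p of these 11 genes lay between 0.000659 and 0.00087. GALNT3 and MOXD1 lie in stretches of neighbouring genes that were higher in PC3-BM as a group. DPP4 and SLC1A3 fell within such stretches.

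**Figure D1:**
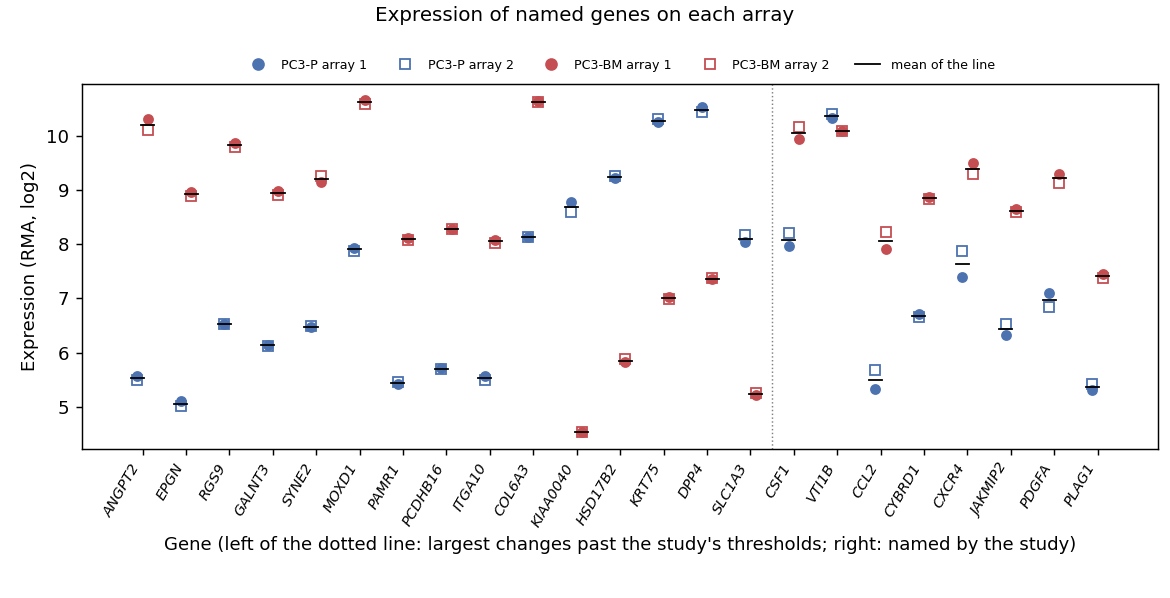
RMA expression (log2, vertical axis) of the 15 genes with the largest changes among those past the study's thresholds and of genes named by the study, on each of the 4 arrays. Blue marks are the PC3-P arrays, red marks the PC3-BM arrays, filled circles and open squares the arrays numbered 1 and 2, and black bars the mean of each line, and ANGPT2 moved from 5.53 to 10.20, whereas VTI1B was at 10.37 in PC3-P and 10.09 in PC3-BM.

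At the study's thresholds 17 of 33297 probe sets differed, 12 higher and 5 lower in PC3-BM, and 15 of them carried 1 gene symbol. A further 35 probe sets with a change above 2 log2 units shared an adjusted p of 0.001003, just above the threshold, and 101 of the 102 probe sets that changed by that size had an adjusted p below 0.01. Genes just above the threshold, chosen after their values were seen, included the long noncoding RNA ZNF667-AS1, which fell by 5.82 (SE 0.19), FERMT1, an adaptor of integrin activation, which fell by 3.21 (SE 0.10) in a stretch of lowered neighbours, and GPC4, a glypican, which fell by 2.83 (SE 0.11). RGCC, also just above it, rose by 3.12 (SE 0.09) in a stretch of raised neighbours. CHRNA1, a muscle acetylcholine receptor subunit chosen in the same way, rose by 4.06 (SE 0.23) and lay further above the threshold (limma, adjusted p = 0.0018). At an adjusted p below 0.05, 3854 probe sets rose and 3863 fell, 7717 in all or 23.2%, and 942 of these changed more than 2-fold, 569 up and 373 down. The balance of directions depended on the scaling, and with arrays centred on their medians 4212 rose and 3254 fell. Without PC3-P array 1, PC3-P array 2, PC3-BM array 1 or PC3-BM array 2, 2435, 2238, 3286 and 3854 probe sets passed 0.05 and none passed the study's thresholds in limma, although at least 100 of the 102 large changes kept an adjusted p below 0.05. The count at the study's thresholds also depended on which probe sets entered the test, with 83 for probe sets of 1 gene symbol alone.

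Genes that the study had related to bone homing were higher in PC3-BM, as were 5 of 6 measured genes named as targets of miR-135b. CCL2, a monocyte-attracting chemokine, rose 5.91-fold (log2 difference 2.56, SE 0.17). CSF1, the macrophage growth factor, rose 3.91-fold (1.97, SE 0.12) and CXCR4, the chemokine receptor that holds cells in marrow, rose 3.38-fold (1.76, SE 0.18). PDGFA, a platelet-derived growth factor chain, rose 4.73-fold (2.24, SE 0.11). Among the genes named as targets of miR-135b, JAKMIP2 rose 4.55-fold, the iron reductase CYBRD1 4.49-fold and the transcription factor PLAG1 4.11-fold. The limma adjusted p of these 7 genes ran from 0.001003 for CYBRD1 and PLAG1 to 0.0049 for CXCR4. The probe set annotated to VTI1B alone, encoding a SNARE of vesicle fusion, had log2 values of 10.37 ± 0.05 in PC3-P and 10.09 ± 0.00 in PC3-BM (SD, n = 2), a difference of −0.27 (SE 0.07, limma, adjusted p = 0.0521). ARG2, chosen after its values were seen because it lies beside VTI1B, rose 6.28-fold.

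Both lists that the study had drawn from these arrays were raised, which is not independent evidence of their direction. In the bone homing and niche list 5 of 5 genes rose, also when adjusted over the list alone (camera, adjusted p = 6.99e-06). In the list of miR-135b targets 5 of 6 measured genes rose (camera, adjusted p = 4.94e-05), and adjusted over the list alone 5 rose and VTI1B fell. Each had an adjusted p = 0.261 with an estimated correlation. Of the 33 lists, 19 passed at the preset correlation, 11 raised and 8 lowered. With an estimated correlation 0 passed after adjustment and 4 had an unadjusted p below 0.05, while fry called 27. The test with an estimated correlation rests on the 2 residual degrees of freedom, so few arrays alone could end calls. For the bone homing and niche list the estimate was −0.162, below the preset 0.01, yet the unadjusted camera p went from 1.27e-06 to 0.0386. Other lists had estimates above 0.01, such as DNA replication (0.412). The lost calls therefore do not measure correlation between genes. Leaving out genes the study had named, 15 lists passed, since the 2 study lists could then not be tested and the receptor tyrosine kinase ligand and matrix lists lost their calls (camera, adjusted p = 0.103 and 0.108).

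**Figure D2:**
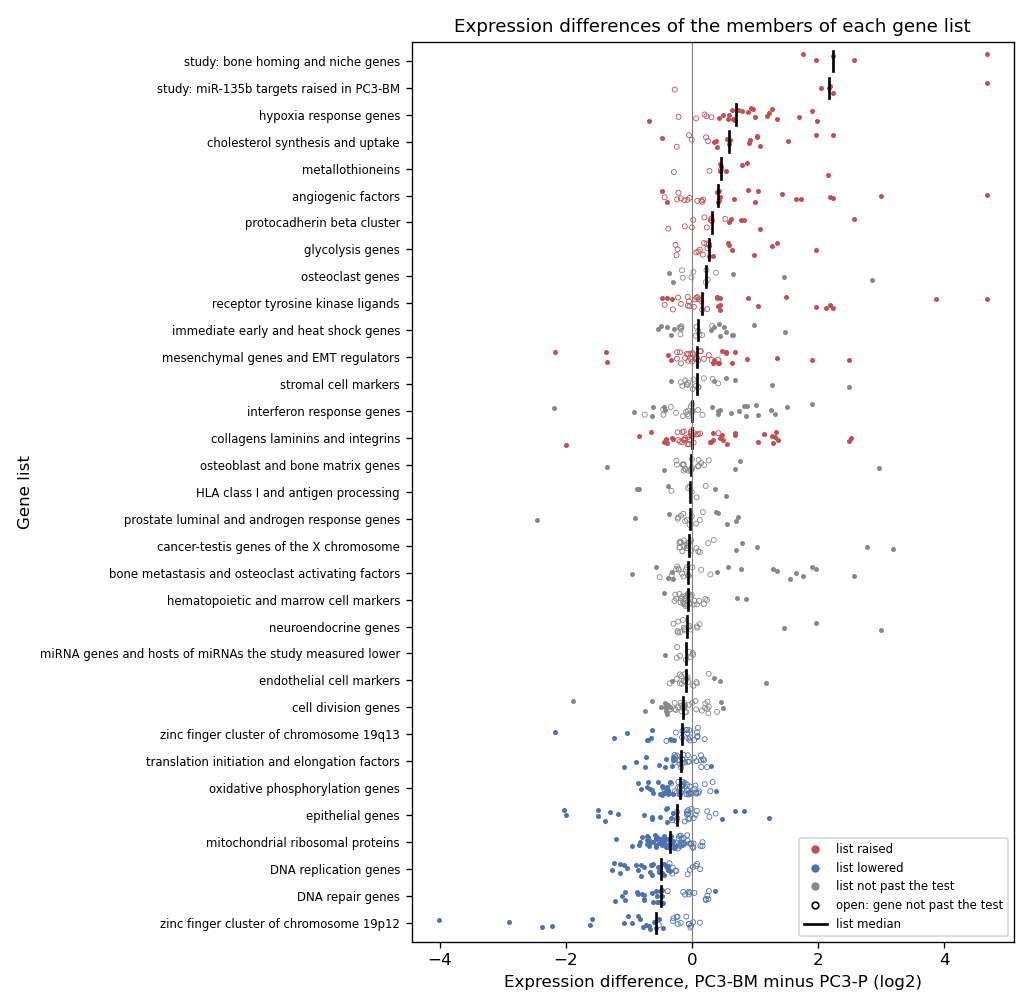
Expression differences of list members, PC3-BM minus PC3-P (log2, horizontal axis), for the 33 gene lists (vertical axis). Each dot is a gene, filled at an adjusted p below 0.05, black bars are list medians, and colour marks lists raised (red), lowered (blue) or not past the test (grey) by camera, where the hypoxia response list has a median of 0.70 and the zinc finger cluster of chromosome 19p12 one of −0.57.

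The list of angiogenic factors was raised in PC3-BM. Of 29 measured genes 16 rose and 2 fell, and 16 rose and 3 fell adjusted over the list alone (camera, adjusted p = 2.92e-05, and adjusted p = 0.309 with an estimated correlation). TNFSF15, a member of the tumour necrosis factor family known to restrain endothelial growth, rose by 2.99 (SE 0.11) and HGF, the ligand of MET, by 2.18 (SE 0.15). Receptor tyrosine kinase ligands, which share 16 members with the angiogenic list, rose in 14 of 34 and fell in 3, and 14 rose and 4 fell adjusted over the list alone (camera, adjusted p = 0.00043, and adjusted p = 0.261 with an estimated correlation). Their leading members were ANGPT2, EPGN, PDGFA and HGF. Without the genes named by the study the angiogenic list kept its call (camera, adjusted p = 0.00315), and the ligand list did not (camera, adjusted p = 0.103).

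Apart from the study's own bone homing list, no bone-related list passed camera on all 4 arrays, although single members changed. The bone metastasis and osteoclast lists passed fry (adjusted p = 0.0047 and 0.0174), and the osteoblast list did not (fry, adjusted p = 0.0754). Among bone metastasis and osteoclast activating factors 11 of 31 rose and 5 fell, and 12 rose and 8 fell adjusted over the list alone. This list had a median of −0.06, a mean of 0.37 and an upward test that did not pass (camera, adjusted p = 0.209, and 0.767 without members named by the study). CCL2, CSF1, CXCR4 and LOX, a collagen cross-linking enzyme that rose by 1.91 (SE 0.14), led it. Of 25 osteoblast and bone matrix genes 3 rose and 2 fell, and 4 rose and 2 fell adjusted over the list alone, with a median of −0.01 against a mean of 0.09 and an upward test (camera, adjusted p = 0.743). OSTN, which encodes osteocrin and had been named by the study, rose by 2.97 (SE 0.18). Its PC3-P mean of 4.58 lay below the lower quartile of all probe sets (5.01), so the size of this rise is uncertain. The osteoblast regulator RUNX2 rose by 0.76 (SE 0.07) and COL1A1 by 0.68 (SE 0.07), while SPARC, encoding osteonectin, fell by 1.34 (SE 0.11). Of 13 osteoclast genes 3 rose and 2 fell, and 4 rose and 2 fell adjusted over the list alone. The list did not pass (camera, adjusted p = 0.109, and 0.286 without its only member named by the study). ATP6V0D2, a proton pump subunit also named by the study, rose by 2.85 (SE 0.16) and CTSK, the collagen-degrading cathepsin K, by 1.46 (SE 0.10).

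The epithelial list was lowered in PC3-BM and the mesenchymal and matrix lists were raised, each with members that went the other way. Of 41 epithelial genes 17 fell and 4 rose, and 22 fell and 6 rose adjusted over the list alone (camera, adjusted p = 0.00623, and adjusted p = 0.436 with an estimated correlation). The keratin KRT8 fell by 2.03 (SE 0.10), and so did the hemidesmosome integrin ITGB4 (−1.99, SE 0.10), the tight junction protein CLDN1 (−1.49, SE 0.09) and the desmosomal cadherin DSC2 (−1.49, SE 0.07). Of 40 mesenchymal genes 13 rose and 5 fell, and 15 rose and 6 fell adjusted over the list alone (camera, adjusted p = 0.0372, and adjusted p = 0.468 with an estimated correlation). COL6A3 and LOX led the gains, while WNT5A, a secreted Wnt ligand, fell by 2.17 (SE 0.10) and TGFBI, a matrix protein, fell by 1.36 (SE 0.07). Of markers chosen after their values were seen, E-cadherin (CDH1) differed by −0.01 (SE 0.09, limma, adjusted p = 0.971) and vimentin (VIM) by 0.08 (SE 0.07, limma, adjusted p = 0.465). CDH1 was at 5.02 in both lines, near the lower quartile of all probe sets (5.01), so its lack of difference says little. ZEB1, chosen in the same way, rose by 0.54 (SE 0.07, limma, adjusted p = 0.00824) and so did N-cadherin (CDH2), by 0.34 (SE 0.07, limma, adjusted p = 0.0255). Among collagens, laminins and integrins 19 of 51 rose and 8 fell, and 20 rose and 8 fell adjusted over the list alone (camera, adjusted p = 0.0336, and adjusted p = 0.507 with an estimated correlation). ITGA10, COL6A3 and the basement membrane collagen COL4A1 (1.36, SE 0.09), which lies in a stretch of raised neighbours, rose and ITGB4 fell. The mesenchymal and the matrix list lost their calls without PC3-P array 2 (camera, adjusted p = 0.0650 and 0.0827) or PC3-BM array 2 (camera, adjusted p = 0.0799 and 0.0525), the mesenchymal list also among probe sets with a mean above 5 (camera, adjusted p = 0.0929), and the matrix list without genes named by the study (camera, adjusted p = 0.108).

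The hypoxia response, glycolysis and cholesterol lists were raised. Of 26 hypoxia response genes 20 rose and 1 fell, and 22 rose and 2 fell adjusted over the list alone (camera, adjusted p = 1.58e-10, and adjusted p = 0.261 with an estimated correlation). DDIT4, an inhibitor of mTORC1, rose by 1.98 (SE 0.11), INSIG2 by 1.70 (SE 0.08) and the glucose transporter SLC2A1 by 1.35 (SE 0.08). Of 21 glycolysis genes, 5 of them shared with the hypoxia list, 10 rose and 0 fell, and 12 rose and 1 fell adjusted over the list alone (camera, adjusted p = 4.84e-05, and adjusted p = 0.261 with an estimated correlation). ENO2, an enolase, rose by 1.97 (SE 0.07) and PDK1, which inhibits pyruvate dehydrogenase, by 1.27 (SE 0.07). Of 21 cholesterol synthesis and uptake genes 15 rose and 1 fell, and 17 rose and 2 fell adjusted over the list alone (camera, adjusted p = 5.14e-07, and adjusted p = 0.261 with an estimated correlation). INSIG1 rose by 2.23 (SE 0.07), the sterol carrier STARD4 by 1.97 (SE 0.10), HMGCS1 by 1.52 (SE 0.08) and CYP51A1 by 1.08 (SE 0.08). STARD4 and HMGCS1 lie in stretches of raised neighbours. INSIG1 and INSIG2 are known as brakes on sterol synthesis.

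The lists of mitochondrial ribosomal proteins, oxidative phosphorylation genes and translation factors were lowered, with 42, 24 and 10 members that fell. Of 71 mitochondrial ribosomal proteins 42 fell and 0 rose, and 44 fell and 0 rose adjusted over the list alone (camera, adjusted p = 2.64e-09, and adjusted p = 0.436 with an estimated correlation). MRPS25 fell by 1.21 (SE 0.07) and MRPL1 fell by 0.94 (SE 0.07). Of 61 oxidative phosphorylation genes 24 fell and 1 rose, and 26 fell and 1 rose adjusted over the list alone (camera, adjusted p = 0.000174, and adjusted p = 0.556 with an estimated correlation), led by CYC1 (−0.86, SE 0.08) and the ATP synthase subunit ATP5F1A (−0.81, SE 0.07). Of 36 translation factors 10 fell and 1 rose, and 15 fell and 2 rose adjusted over the list alone (camera, adjusted p = 0.0157, and adjusted p = 0.551 with an estimated correlation), with EIF1AX at −1.07 (SE 0.08).

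The DNA replication and repair lists were lowered in PC3-BM. Of 40 replication genes 28 fell and 0 rose, and 34 fell and 0 rose adjusted over the list alone (camera, adjusted p = 4.17e-09, and adjusted p = 0.444 with an estimated correlation). MCM10 fell by 1.26 (SE 0.11), and MCM4, part of the replicative helicase (−1.23, SE 0.09), the sliding clamp PCNA (−1.15, SE 0.09) and GINS2 (−1.14, SE 0.07) fell as well. MCM10 and PCNA lie in stretches of lowered neighbours. Of 34 repair genes 21 fell and 1 rose, and 22 fell and 5 rose adjusted over the list alone (camera, adjusted p = 0.000174, and adjusted p = 0.468 with an estimated correlation), led by the exonuclease EXO1 (−1.22, SE 0.09), the checkpoint kinase CHEK1 (−1.11, SE 0.09) and PARP1 (−1.07, SE 0.09). Of 42 cell division genes 11 fell and 2 rose, and 14 fell and 4 rose adjusted over the list alone, and the list did not pass (camera, adjusted p = 0.0783), although it did without PC3-P array 1 (0.0152), without PC3-BM array 2 (0.0277) and with an intensity trend (0.0445). The cyclin CCNE2 fell by 1.88 (SE 0.09). The proliferation marker MKI67, chosen after its values were seen, differed by 0.16 (SE 0.08, limma, adjusted p = 0.211).

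Among gene clusters, the zinc finger lists of chromosome 19 were lowered and the protocadherin beta and metallothionein lists raised, with part of their members past the test. Of 33 zinc finger genes at chromosome 19p12 19 fell and 0 rose, and 23 fell and 0 rose adjusted over the list alone (camera, adjusted p = 1.93e-07, and adjusted p = 0.261 with an estimated correlation). ZNF730 fell by 4.01 (SE 0.25) to 4.35 in PC3-BM, below the lower quartile of all probe sets (5.01), so the size of its fall is uncertain. ZNF724 (−2.90, SE 0.16), ZNF675 (−2.37, SE 0.16) and ZNF91 (−2.22, SE 0.11) fell too, and all 4 lie in a stretch of lowered neighbours. These genes are similar in sequence, and cross-hybridisation among them was not tested. All 4 had been named by the study, and without its named genes the list still passed (camera, adjusted p = 1.45e-05). Because neighbours shifted together there, the members left are not independent of those 4. Of 27 zinc finger genes at chromosome 19q13 9 fell and 0 rose, the same counts adjusted over the list alone (camera, adjusted p = 0.0130, and adjusted p = 0.309 with an estimated correlation), with ZFP30 at −1.23 (SE 0.10). In the protocadherin beta cluster of cell adhesion genes 6 of 16 rose and 0 fell, and 8 rose and 1 fell adjusted over the list alone (camera, adjusted p = 0.00043, and adjusted p = 0.261 with an estimated correlation), led by PCDHB16. Of 10 metallothioneins, small metal-binding proteins, 7 rose and 0 fell, and 8 rose and 1 fell adjusted over the list alone (camera, adjusted p = 0.000278, and adjusted p = 0.353 with an estimated correlation). MT1X rose by 2.15 (SE 0.08) and MT1G by 0.87 (SE 0.08).

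Lineage markers changed in single genes, and their lists did not pass camera on all 4 arrays. FOXA1, a pioneer factor of prostate luminal cells, fell by 2.46 (SE 0.19) and the prostate homeobox gene HOXB13 fell by 0.91 (SE 0.07), while NDRG1 rose by 0.73 (SE 0.07). Of 19 luminal and androgen response genes 5 rose and 3 fell, the same adjusted over the list alone, with a median of −0.04, a mean of −0.08 and an upward test (camera, adjusted p = 0.771). Among 18 neuroendocrine genes 3 rose and 0 fell, the same adjusted over the list alone, and they were the synaptic vesicle gene SV2A (2.99, SE 0.11), ENO2 and SYT1 (1.46, SE 0.07), with a list median of −0.08, a mean of 0.28 and an upward test (camera, adjusted p = 0.692, and fry, adjusted p = 0.0195). Of 26 cancer-testis genes of the X chromosome, normally restricted to germ cells, 5 rose and 0 fell, the same adjusted over the list alone. CSAG1 (3.19, SE 0.10) and MAGEB2 (2.78, SE 0.09) led them. The PC3-P mean of MAGEB2, 4.35, lay below the lower quartile of all probe sets (5.01), so the size of its rise is uncertain. The list had a median of −0.05, a mean of 0.29 and an upward test (camera, adjusted p = 0.259, 0.0497 among probe sets with a mean above 5 and 0.778 without members named by the study, and fry, adjusted p = 0.00184).

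Interferon response genes went both ways. Of 37 genes 15 rose and 6 fell, and 15 rose and 10 fell adjusted over the list alone (camera, adjusted p = 0.109). IFI44 rose by 1.90 (SE 0.07) and IFIT1 by 1.31 (SE 0.07), whereas the DNA sensor IFI16 fell by 2.18 (SE 0.08). The PC3-BM mean of IFI16, 4.21, lay below the lower quartile of all probe sets (5.01), so the size of its fall is uncertain. IFI44 lies in a stretch of raised neighbours. Of 11 HLA class I and antigen processing genes 2 rose and 3 fell, and 2 rose and 4 fell adjusted over the list alone (camera, adjusted p = 0.753), with the immunoproteasome subunit PSMB8 at −0.88 (SE 0.07) and the peptide transporter TAP2 at −0.83 (SE 0.08). Of 27 immediate early and heat shock genes 10 rose and 5 fell, the same adjusted over the list alone (camera, adjusted p = 0.189), and DUSP1 rose by 1.48 (SE 0.08) and DDIT3 by 0.98 (SE 0.10).

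Markers of other cell types, which a harvest from bone could carry, did not pass camera as lists on all 4 arrays. Of 20 stromal markers 5 rose and 1 fell, the same adjusted over the list alone (camera, adjusted p = 0.0596, and fry, adjusted p = 0.00184), among them COL6A3 and the fatty acid carrier FABP4 (1.27, SE 0.09). The stromal list passed without PC3-P array 1 (0.0437), without PC3-BM array 1 (0.0457), with arrays centred on their medians (0.0478) and after a further quantile normalization (0.0437), but not without COL6A3, its only member named by the study (0.160). Of 32 blood and marrow cell markers 2 rose and 1 fell, and 2 rose and 0 fell adjusted over the list alone (camera, adjusted p = 0.732), with EPOR at 0.86 (SE 0.09) and CD68 at 0.72 (SE 0.07). Of 20 endothelial markers 3 rose and 1 fell, the same adjusted over the list alone, with ESAM at 1.17 (SE 0.08), a median of −0.10, a mean of 0.01 and a downward test (camera, adjusted p = 0.804). Of the stromal markers 13 stood in other lists.

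Genes that host the miRNAs the study had measured as lower did not pass as a list. Of 9 such genes MIR17HG, the host of the miR-17-92 cluster, fell by 0.42 (SE 0.07) and 0 rose, the same adjusted over the list alone (camera, adjusted p = 0.259). The fall of MIR17HG was lost on removal of any single array (limma, adjusted p up to 0.0825). Of the 121 named genes with an adjusted p below 0.05 on all 4 arrays, 25 lost it when at least 1 array was left out, and MIR17HG is the only one of these 25 given a value above.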

Values the study reported

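The study reported 95 genes differing between PC3-BM and PC3-P at an adjusted p below 0.001 and an absolute log fold change of 2 or more. It described 61 of them as higher in PC3-BM and 34 as lower. In mice, it reported metastasis to long bones at an incidence of 100% for PC3-BM and 20% for PC3-P. It further reported 16 miRNAs that differed between the lines, 11 of them lower and 5 higher in PC3-BM.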

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

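The alternatives of probe set choice beyond the planned ones, and the threshold of 0.01, were added after seeing the data. At the study's thresholds the 17 probe sets became 84 with arrays centred on their medians, 29 after a further quantile normalization, 85 and 58 with means above 5 and 7, 83 with 1 gene symbol, 82 with 1 probe set per gene and 99 with an intensity trend, and stayed 17 with a robust prior. Among added settings they became 54 without the 7 probe sets of equal values, 82 with a variability filter, 91 with at least 1 gene symbol and 101 at an adjusted p below 0.01. Leaving out any single array gave 0 there and 2238 to 3854 probe sets past 0.05, with 1 array assumed to vary like the other line and fewer arrays in the fit. Apart from these smaller samples the cause was not tested. The other settings gave 6473 to 9004 probe sets past 0.05, with 0 sign changes among called probe sets. Of these settings only centring and a further quantile normalization could change a sign, since the rest keep the log2 difference of each probe set. The array numbers did not pair the arrays (correlation of deviations −0.017), and a replicate block gave 0 probe sets at the study's thresholds, 6473 past 0.05 and 19 lists. List calls fell to 0 with an estimated correlation, numbered 17 to 22 with single arrays left out and 15 to 27 otherwise. The robust prior does not enter camera and gave no list value. Depth has no counterpart here, and dim probe sets near the low end of the log2 scale have compressed differences.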

Other observations

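Apart from the stromal list without genes named by the study, tests of explanations in this part were chosen after the results were seen. The count at the study's thresholds here was 17 probe sets, 12 higher and 5 lower. That is lower than the values quoted from the study above. With the test restricted, after seeing the data, to probe sets of at least 1 gene symbol, the count was 91, with 59 higher and 32 lower, which lies near those values.

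Losses outside the fixed lists, chosen after their values were seen, included a transcription factor and an imprinted transcript. TFAP2C, a factor of trophoblast and breast epithelium, fell by 2.18 (SE 0.13), and ZNF667, which lies beside ZNF667-AS1, fell by 1.62 (SE 0.07, limma, adjusted p = 0.00112). The small nucleolar RNA SNORD116-21, from the imprinted Prader-Willi region, fell by 2.98 (SE 0.19), in a stretch of lowered neighbours from NIPA1 to FAN1. Gains included the synaptic adhesion gene SLITRK6 (from 7.71 to 10.71 on the log2 scale), the mucin-associated disulfide isomerase AGR2 (2.10, SE 0.14), ANKRD1 (2.67, SE 0.10), a target gene of YAP, and FGF7 (2.13, SE 0.13), a growth factor for epithelia.

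VTI1B was named by the study as raised, and its RT-qPCR, not used here, found VTI1B higher in PC3-BM. The probe set annotated to VTI1B alone differed by −0.27 (limma, adjusted p = 0.0521), and VTI1B fell when adjusted over its list alone. ARG2, its neighbour, rose by 2.65. The direction of VTI1B stays open.

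Neighbouring genes shifted together in PC3-BM, with a correlation of 0.115 across genes between log2 differences 20 places apart on a chromosome (at most 0.0294 in 1000 shuffles of gene order), 29 stretches of shifted genes, and a median of 0.25 over 250 genes of chromosome 13, of which 116 rose and 11 fell. Noise shared by neighbouring probe sets is argued against by differences between arrays of the same line, where that correlation was at most 0.0018. Medians of 9 of 23 chromosomes lay outside the range of 10000 random gene sets matched on mean expression. Chromosomes 3, 8, 14 and X lay below that range, with medians of −0.16, −0.12, −0.17 and −0.13, and the others above it. The random sets ignore that neighbours run together, so differences in DNA copy number cannot be told apart here from regulation over long chromatin domains. At 19p12, a fall of zinc finger genes throughout the genome to the cluster's extent is argued against by a median of −0.0908 over 247 such genes outside chromosome 19, against −0.57 in the cluster (upper quartile −0.23), although 56 of the 247 fell and 21 rose, which leaves a weaker general fall open. Hybridisation of transcripts from similar genes within that cluster was not tested and stays open, as does a loss or silencing of the cluster.

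Single matrix genes such as COL6A3 (5.65-fold) rose in PC3-BM, and cells carried over from the mouse bone could bring such transcripts. Abundant stromal transcripts had a median of 0.098 (upper quartile 0.32), with COL1A1 at 0.68, LUM at 0.53 (a call lost on removal of any of 3 arrays) and SPARC at −1.34, and the 4 with a mean above 5, which leaves out DCN, LUM and POSTN near the floor, had a median of −0.0043, which argues against stromal cells as the source of a change of that size. A small stromal share stays open, although the stromal list did not pass camera without COL6A3 (adjusted p = 0.160). Blood cell markers had a median of −0.0663 (upper quartile 0.03), which argues against marrow blood cells. Mouse RNA binds human probes only in part, which limits both tests, the sort for green fluorescent protein would remove host cells, and a change within the selected PC-3 cells stays open as a hypothesis.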
